# Increased HSD11β1 Expression in Human Leiomyomatous Uteri: Implication for Enhanced Glucocorticoid Signaling

**DOI:** 10.1210/clinem/dgaf255

**Published:** 2025-04-28

**Authors:** Carrie Malcom, Ozlem Guzeloglu-Kayisli, Burak Un, Erika New, Busra Cetinkaya-Un, Xiaofang Guo, Emad Mikhail, Anthony Imudia, Charles Lockwood, Umit Kayisli

**Keywords:** FKBP51, HSD11β1, leiomyoma, glucocorticoid signaling, gene expression

## Abstract

**Context:**

FK506-binding-protein-51 (FKBP51) is a glucocorticoid-induced co-chaperone protein previously shown to bind glucocorticoid receptor (GR), inhibiting its transcriptional activity. We previously found increased FKBP51 levels in uterine leiomyoma vs paired myometrium.

**Objective:**

To test the hypothesis that elevated FKBP51 levels contribute to leiomyoma pathogenesis by altering GR signaling.

**Design:**

RNA-sequencing was performed in leiomyoma cell cultures transfected with scramble or *FKBP5*-siRNA for 48 hours, then treated with vehicle or dexamethasone (DEX) for 24 hours. Differentially expressed genes, including *HSD11B1, CNN1,* and *LAMA2* were analyzed by quantitative polymerase chain reaction. Hydroxysteroid 11-β dehydrogenase 1 (HSD11β1) expression was analyzed in leiomyoma, leiomyoma-adjacent paired myometrium, myometrium from patients without leiomyoma, and human endometrial stromal cells by quantitative polymerase chain reaction and immunohistochemistry.

**Setting:**

University research institution.

**Patients:**

Women with or without uterine leiomyoma.

**Main Outcome Measures:**

*HSD11B1* mRNA and protein levels in leiomyoma, paired myometrium, and normal myometrium.

**Results:**

HSD11β1 expression was higher in paired myometrial and leiomyoma tissues vs normal myometrium (*P* < .02). DEX treatment increased *HSD11B1* transcription in normal myometrial and human endometrial stromal cell cultures, but to a significantly greater extent in leiomyoma (*P* < .001). However, *FKBP5*-silencing blunted this DEX-induced *HSD11B1* upregulation. DEX-treatment reduced *LAMA2* and increased *CNN1* levels (coding for extracellular matrix and smooth muscle proteins, respectively) in *FKBP5*-silenced vs scramble siRNA-transfected leiomyoma cultures.

**Conclusion:**

FKBP51 not only inhibits but can augment GR-mediated transcription. Importantly, FKBP51-GR interactions increase *HSD11B1* levels in leiomyoma cells, generating a pathological FKBP51-GR-HSD11β1 circle, altering transcription of downstream extracellular matrix and smooth muscle genes to induce a myofibroblast phenotype, thereby possibly contributing to leiomyoma pathogenesis.

Uterine leiomyomas are a common pathology seen in up to 70% women by menopause, and cause pelvic pain, abnormal uterine bleeding, and infertility (1, 2). It has been previously shown that estrogen and progesterone signaling induce proliferation of leiomyoma cells (3, 4). Current treatments to mitigate leiomyoma growth and associated bleeding primarily involve sex steroids, including combined estrogen-progesterone oral contraceptives, progestins, and progesterone receptor antagonists (2, 5). Even though newer agents like GnRH agonists and antagonists effectively control symptoms (6), they cannot be used long-term and must be discontinued in patients attempting to conceive. Thus, it is crucial to develop therapeutic options that do not interfere with reproduction. Achieving this goal requires a deeper understanding of the mechanisms underlying leiomyoma pathogenesis.

FK506-binding-protein-51 (FKBP51) is a co-chaperone protein encoded by the *FKBP5* gene, which contains glucocorticoid and progesterone response elements, though *FKBP5* is predominantly induced by glucocorticoids (7). Glucocorticoid-induced FKBP51 binds to both the glucocorticoid receptor (GR) and the progesterone receptor (PR), inhibiting GR- and PR-mediated transcriptional activity by impeding ligand binding, a phenomenon that has been unequivocally reported in numerous studies published (8-11). Previously, we demonstrated that glucocorticoids increase FKBP51 levels in both human decidual and endometrial stromal cells (12, 13). More recently, we found elevated expression of FKBP51 in leiomyomas vs paired myometrial tissue (14).

The role of glucocorticoid signaling in the pathogenesis of leiomyoma has been investigated. Whirledge et al found that dexamethasone (DEX) increased *FKBP5* levels, reduced the number of cells in S-phase, and inhibited the expression of the estrogen receptor along with genes regulating cell replication in immortalized human uterine leiomyoma cells (4). Moreover, mifepristone, which is a competitive antagonist at both PR and GR with more than 3 times greater binding affinity for GR than DEX (15), inhibits extracellular matrix (ECM) formation in uterine leiomyoma (2). Together, these findings, along with our previous results, suggested that elevated glucocorticoid and/or progesterone signaling contribute to leiomyoma pathogenesis by increasing FKBP51 levels and promoting ECM formation.

In the current study, we sought to clarify the role of FKBP51 on glucocorticoid signaling in leiomyoma. We first investigated FKBP51's effect on global GR-mediated transcriptional activity in primary leiomyoma cell cultures. This analysis revealed that: (1) DEX induces *HSD11B1*, which converts cortisone to its active form cortisol (16); and (2) *FKBP5* silencing diminished DEX-mediated induction *of HSD11B1*. This finding contradicts prior studies reporting that FKBP51 consistently inhibits GR transcriptional activity (9, 17).

Thus, to better understand the dysregulation of FKBP51-GR signaling in the pathogenesis of leiomyoma, we focused on downstream regulation of hydroxysteroid 11-β dehydrogenase 1 (HSD11β1) in normal myometrium vs leiomyoma tissues and found increased HSD11β1 expression in leiomyoma samples compared to normal myometrium. These findings led to the proposal of a novel hypothesis that elevated glucocorticoid signaling in leiomyomatous uteri creates a local positive feedback loop to enhance FKBP51-GR interactions thereby upregulating HSD11β1, leading to increased cortisol production. Cortisol, in turn, further activates GR signaling and promotes additional FKBP51 expression. In vitro studies confirmed that this local positive feedback loop induces a switch from a smooth muscle to myofibroblast phenotype, a well-known characteristic of leiomyoma cells.

## Methods and Materials

### Collection of Human Specimens

All uterine samples were collected following patient consent and approved by the institutional review board of the University of South Florida (#Pro00021684). Paired uterine leiomyoma and adjacent normal myometrial tissues were collected >1 cm apart from each other as described in detail by New et al (14). Normal myometrial specimens were collected from premenopausal patients without leiomyoma who were undergoing hysterectomy for endometriosis, pelvic pain, benign adnexal mass, or cervical dysplasia, and had not received hormonal medications within 3 months before surgery. Endometrial samples were collected from these patients via a Pipelle suction curette before hysterectomy or from scrapings of the endometrial cavity after hysterectomy.

### Cell Cultures

Frozen aliquots of previously isolated, cultured, and characterized primary leiomyoma cells, as described by New et al (14). were grown in basal media including phenol-red free DMEM/F12 (Thermo Fisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (GeminiBio, West Sacramento, CA) and 1% antibiotic and antimycotics (Thermo Fisher Scientific) until reaching confluency.

Normal myometrial tissue samples were collected in Hanks’ balanced salt solution (Thermo Fisher Scientific) within 1 hour of surgery. The myometrial tissues were minced and digested in a buffer containing 0.2 mg/mL deoxyribonuclease I DNase I (Roche Diagnostics, Indianapolis, IN) and 5 mg/mL collagenase type II (5 mg/mL; Thermo Fisher Scientific) for 45 minutes at 37 °C with gentle agitation. The digested tissue pieces were then plated into 10-cm tissue culture dishes and cultured in basal media supplemented with 10 ng/mL epidermal growth factor (R&D Systems, Minneapolis, MN) until the primary outgrowing cells reached approximately 70% confluency. For subculturing, the growing cells were trypsinized using 0.25% trypsin and 0.05% EDTA (Thermo Fisher Scientific). The smooth muscle-like integrity of cultured myometrial cells was previously confirmed as detailed by New et al (14).

Endometrial tissue samples were collected in Hanks’ balanced salt solution within 1 hour of surgery to isolate human endometrial stromal cells (HESCs), which were isolated and cultured as described previously by Pavlovic et al (18). Briefly, minced endometrial tissues were digested in DMEM/F12 containing collagenase B (1 mg/mL, 15 U/mg (Roche), deoxyribonuclease I (0.1 mg/mL, 1500 U/mg; Roche), penicillin (200 U/mL), and streptomycin (200 mg/mL) for 30 minutes at 37 °C with gentle agitation. The dispersed endometrial cells were separated by filtration through a 70-µm diameter cell strainer (Sigma-Aldrich, St. Louis, MO) and cultured in basal media until grown to confluence.

### Silencing of FKBP5 by siRNA and Culture Treatments

Leiomyoma (n = 4), normal myometrial (n = 4), and endometrial stromal cell (n = 4) cultures seeded at 1.5 × 10^5^ cells/well were incubated in basal media for 24 hours in a 6-well plate. The next day, cells were transfected with 20 nM of nonspecific control (scramble) siRNA (Invitrogen, Thermo Fisher Scientific) or *FKBP5*-specific siRNA (Santa Cruz Biotechnology, Inc., Dallas, TX) using lipofectamine RNAiMax transfection reagent (Thermo Fisher Scientific) in Opti-MEM I serum reduced medium (Thermo Fisher Scientific) as described by Sprague et al (19). Forty-eight hours after transfection, cells were treated with either vehicle medium (DMEM/F12 with 2% fetal bovine serum) or 10^−7^ M DEX (Sigma-Aldrich) for 24 hours then washed with ice-cold PBS and stored at −80 °C for RNA isolation. Transfection efficiency for silencing of *FKBP5* mRNA and protein was confirmed by real-time quantitative polymerase chain reaction (qPCR) and immunoblotting as described by New et al (14).

### RNA Isolation and Reverse Transcription

Total RNAs were isolated from: (1) leiomyoma and paired myometrial tissues from the proliferative (n = 9) and secretory (n = 8) phases; (2) normal myometrial tissues from the proliferative (n = 5) and secretory (n = 11) phases; and (3) cultured leiomyoma (n = 4), normal myometrial (n = 4), and human endometrial stromal cells (n = 4) that were previously transfected with control or *FKBP5* siRNA ± DEX, using the miRNeasy Mini Kit (Qiagen Inc, Germantown, MD). Reverse transcription was performed using the Qiagen Omniscript RT kit (Qiagen) according to the manufacturer's instructions.

### RNA Sequencing and Analysis

RNA samples from control or *FKBP5* siRNA-transfected ± 10^−7^ M DEX-treated primary leiomyoma cultures (n = 4) were equally pooled and processed for whole-genome RNA sequencing by Novogene, Inc. (Sacramento, CA) using the NovaSeq 6000. RNA samples with an RNA Integrity Number value > 8 were used for RNA-sequencing (RNA-seq) analysis. After normalization, genes with a fold change of >1.5 and a *P* value <.05 were considered differentially expressed in DEX-treated control or *FKBP5*-silenced vs vehicle-treated control or *FKBP5*-silenced cells. RNA-seq data sets can be found in the NCBI GEO repository, accession number GSE292403 (20). Upstream regulator analysis in differentially expressed genes and creation of heat map and volcano plots were performed using Ingenuity Pathway Analysis (IPA) software (Qiagen). qPCR was performed in these cultures (n = 4) to confirm differentially expressed genes.

### Real Time Quantitative PCR

Using gene-specific TaqMan gene expression assays (Applied Biosystem, Foster City, CA), qPCR was performed as described by Guzeloglu-Kayisli et al (12). The full name and Taq-Man Probe Assay IDs for each target gene include: FK506-binding protein 5 (*FKBP5*)- Hs01561006_m1; Hydroxysteroid 11-β dehydrogenase 1 (*HSD11B1)*- Hs01547870_m1; IL-1 receptor type 1 (*IL1R1*)- Hs00991002_m1; TSC22 domain family member 3 (*TSC22D3*)- Hs00608272_m1; alcohol dehydrogenase 1B, β polypeptide (*ADH1B*)- Hs00605175_m1; Gremlin 1, DAN family BMP antagonist (*GREM1*)- Hs00171951_m1; IGF-binding protein 5 (*IGFBP5*)- Hs00181213_m1; adhesion molecule with Ig-like domain 2 (*AMIGO2*)- Hs05001325_s1; laminin subunit alpha 2 (*LAMA2*)- Hs00166308_m1; fibronectin 1 (*FN1*)- Hs00365052_m1; calponin 1 (*CNN1*)- Hs00959434_m1; actin β (*ACTB*)- Hs99999903_m1; and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*)- Hs99999905_m1. All samples were run in duplicate, with *ACTB* and *GAPDH* used as endogenous control to normalize the target genes. Relative fold change was calculated using the 2^−ΔΔCT^ method.

### Immunohistochemistry

Immunostaining was performed to detect endogenous HSD11β1 levels in leiomyoma (n = 6), paired myometrial (n = 6), and normal myometrial tissues (n = 6). Leiomyoma, paired myometrial, and normal myometrial tissue samples consisted of both mid-proliferative (n = 3) and mid-secretory (n = 3) phases. Five-micrometer serial sections of 4% paraformaldehyde fixed and paraffin-embedded tissue samples were deparaffinized and rehydrated, then incubated in 3% hydrogen peroxide for blockage of endogenous peroxidase activity as described by New et al (14). Antigen retrieval was then performed by boiling in Tris-EDTA buffer solution (10 mM Tris base, 1 mM EDTA; pH 9.0) for 20 minutes. After washing in Tris-buffered saline (TBS), slides were incubated with 5% normal goat serum (Vector Labs, Burlingame, CA) for 30 minutes at room temperature, then incubated overnight at 4 °C in rabbit polyclonal antibody against HSD11β1 (1:100, Atlas Antibodies Cat# HPA047729, RRID:AB_2680135) in 2.5% goat serum. As a negative control, sections were incubated in an equivalent concentration of nonspecific rabbit IgG (Cell Signaling, Danvers, MA). Sections were washed in TBS with 1% Tween 20, then incubated with biotinylated goat anti-rabbit secondary IgG (1:400; Vector Labs) for 30 minutes at room temperature. Antigen-antibody complexes were visualized following incubation with streptavidin-biotin-peroxidase complex (Elite ABC kit; Vector Labs) for 30 minutes and then chromogen 3,3-diaminobenzidine (Vector Labs, Newark, CA) for 5 minutes at room temperature. Nuclei were stained with hematoxylin. The slides were then covered using an aqueous-based mounting medium.

### Statistical Analysis

Data were analyzed with SigmaStat version 11.0 software (Systat Software, Inc, San Jose, CA) using pair-wise multiple comparisons by 1-way ANOVA followed by the post hoc Tukey test if parametrically distributed or by Student-Newman-Keuls if nonparametrically distributed. The *t*-test or Mann-Whitney-Wilcoxon rank-sum test were used for comparison of 2 groups for parametric or nonparametric distribution, respectively. Statistical significance was defined as *P* < .05.

## Results

### *FKBP5* Knockdown Blunts GR-mediated Transcriptional Activity in Leiomyoma Cells

To understand how FKBP51 contributes to the pathogenesis of leiomyoma, specifically its impact on global GR-mediated transcriptional activity, we conducted studies in primary leiomyoma cultures. Primary cultured leiomyoma cells were transfected with scramble (control) siRNA vs *FKBP5* siRNA for 48 hours, then treated with either vehicle or 10^−7^ M DEX for 24 hours, followed by analysis of RNA by whole-genome RNA-seq. 

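*FKBP5* mRNA was low in both *FKBP5* siRNA-transfected libraries. *FKBP5* (ENSG00000096060), which encodes FKBP51 and is itself a target of GR, had 51.0 CPM (counts scaled to the library total) in control siRNA-transfected cells with vehicle (C) and 1.57 CPM in *FKBP5* siRNA-transfected cells with vehicle (FKD), a ratio of 0.0308 (95% counting interval, 0.0205 to 0.0445). With DEX, its level was 589 CPM in control siRNA-transfected cells (C-DEX) and 17.9 CPM in *FKBP5* siRNA-transfected cells (FKD-DEX), a ratio of 0.0303 (0.0273 to 0.0336). The DEX to vehicle ratio of *FKBP5* was 11.5 (10.9 to 12.3) in control cells and 11.4 (7.78 to 17.2) in *FKBP5*-silenced cells. The gene lies on chromosome 6 of GRCh38, from 35573585 to 35728583 on the minus strand. Leiomyoma cells are the smooth muscle-like cells of uterine fibroids, and DEX is a synthetic glucocorticoid that activates GR. RNA of 4 cultures per condition was pooled in equal parts into 1 library for each of the 4 conditions, after 48 hours of transfection and 24 hours with vehicle or 1e-07 M DEX. The n = 4 given with the RNA-seq is taken here as the number of cultures in each pool. With 1 library per condition no difference between conditions has a replicate check and no p-value is given, and the intervals of ratios, from exact binomial limits, cover counting error only. The authors deposited raw counts for 58735 genes, which had been aligned with STAR 2.5 to hg38 according to the submitters' processing notes. How reads were assigned to genes, and whether by strand, is not given in the sources used here. Total counts were 22207094 in C, 23653584 in C-DEX, 18175635 in FKD and 21094325 in FKD-DEX. Counts were scaled by edgeR's TMM factors (0.985, 1.00, 1.01 and 0.998) to CPM, and log2 differences were taken between log2 CPM values with a prior count of 2. The 14049 genes with at least 1 CPM in at least 1 library were compared, and a gene is called higher at a log2 difference above 1 and lower at one below −1, the size threshold of Figs. 1A and 2A. A ratio above 1 or a positive log2 difference in C-DEX vs C means a higher level in C-DEX.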

To assess transfection efficiency, *FKBP5* mRNA levels were measured and found to be reduced by 13-fold in *FKBP5* siRNA-transfected leiomyoma cell cultures compared to those transfected with scramble siRNA (.08 ± 0.04 vs 1.04 ± 0.14; *P* < .001). FKBP51 protein levels were also analyzed via immunoblotting, showing reduced levels in *FKBP5* siRNA-transfected leiomyoma cells vs scramble siRNA-transfected cells (14). Following RNA-seq, gene expression was compared between control siRNA-transfected cells treated with DEX vs vehicle (C-DEX vs C) as well as between *FKBP5* siRNA-transfected cells treated with DEX vs vehicle (FKD-DEX vs FKD). After normalization as described previously (21, 22), expression levels of genes with |log2FoldChange| > 1 were considered differentially expressed genes (DEGs) and displayed in Volcano plots (Fig. 1A). 

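Among the genes most strongly higher with DEX, the transcription factor gene *ZBTB16* had a log2 difference of 6.72 in C-DEX vs C and 6.20 in FKD-DEX vs FKD. The arachidonate lipoxygenase gene *ALOX15B* had differences of 6.18 and 5.10, the cell cycle regulator gene *RGCC* of 5.34 and 4.22, the VEGF receptor gene *KDR* of 4.96 and 3.51, and the acute-phase gene *SAA1* of 4.78 and 3.90. The cannabinoid receptor gene *CNR1*, with 1 count in C and 2 in FKD, had a DEX to vehicle ratio of 1868 (335 to 73808) in control cells and 144 (39.6 to 1195) in *FKBP5*-silenced cells. Among genes lower with DEX, the eotaxin gene *CCL11* had differences of −3.66 and −2.54, the urokinase gene *PLAU* of −2.93 and −1.53, the serotonin receptor gene *HTR2B* of −2.81 and −1.98, and the growth factor gene *NRG1* of −2.75 and −1.79. In total, 540 genes were higher and 680 lower in C-DEX vs C, and 415 were higher and 366 lower in FKD-DEX vs FKD. The C library also had counts of T cell genes that had few or none in the other libraries. The cytotoxic granule gene *GZMB* had 206 counts in C and 0 in each of the other 3 libraries, and the T cell receptor subunit gene *CD3E* had 41 counts in C, 1 in FKD and 0 in C-DEX and in FKD-DEX. A list of 98 T cell genes was written after this was seen, with 34 of them taken from the ranking of C. For these 34, lower levels outside C follow from the choice. Of the 98, 48 were measured, and 44 of these were lower in C-DEX vs C and 7 in FKD-DEX vs FKD. Without the T cell genes, 636 and 359 genes were lower. Without all genes at least 2-fold higher in C than in each other library, 543 and 333 were. The counts depend on the rule that replaces a replicate test. In edgeR's exact test at an assumed biological coefficient of variation of 0.4, on every gene with a count and at an unadjusted p below 0.05, 342 genes were higher and 379 lower in C-DEX vs C, against 229 and 118 in FKD-DEX vs FKD, and at 0.2 the counts were 812 and 922 against 554 and 417.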

Contrary to the expectation that reducing FKBP51 levels would enhance glucocorticoid-induced, GR-mediated transcriptional activity (8-11), in *FKBP5*-silenced compared to control siRNA-transfected cells, DEX treatment significantly reduced the number of upregulated (812 vs 554 DEGs) genes, as well as downregulated genes (922 vs 419 DEGs) (Fig. 1A). 

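Genes higher with DEX in both arms included *DEPP1*, a target of FOXO transcription factors, with log2 differences of 4.68 in C-DEX vs C and 3.57 in FKD-DEX vs FKD, and the nuclear receptor gene *RORB* (4.42 and 3.77). By contrast, *RIPOR2*, a gene of cell polarity and migration, had a difference of 4.25 in C-DEX vs C and 0.69 in FKD-DEX vs FKD, and the interleukin-18 receptor gene *IL18R1* had 2.02 and 0.91. The synaptotagmin gene *SYT7* was lower in both (−3.21 and −2.29), as was the EGF family gene *HBEGF* (−2.87 and −1.49). In all, 265 genes were higher in both comparisons, 275 passed the threshold in control cells alone and 150 in *FKBP5*-silenced cells alone, whereas independent lists of these sizes would share 16.0 genes. Lower in both were 232 genes, in control cells alone 448 and in *FKBP5*-silenced cells alone 134, with 17.7 shared genes for independent lists. A list of 19 genes of stress and RNA quality also differed with DEX, with medians of −0.48 in C-DEX vs C and −0.24 in FKD-DEX vs FKD that lay below each of 10000 random lists. Passing the threshold in one arm alone was not tested as a difference between arms. Without the T cell genes, 225 genes were lower in both. Since a list chosen in one comparison tends to show smaller differences in the other, genes were also chosen by the mean log2 difference of both arms. Of 390 genes with a mean above 1, 280 (71.8%, exact binomial interval over genes 67.0% to 76.2%) had a smaller difference after *FKBP5* silencing, with a median of 1.83 in C-DEX vs C and 1.44 in FKD-DEX vs FKD. Of 438 genes with a mean below −1, 351 (80.1%, 76.1% to 83.8%) had a smaller difference, with medians of −1.78 and −1.12. These intervals treat genes as independent, although all genes come from the same pooled libraries. They do not measure the spread between cultures.

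**Figure D1:**
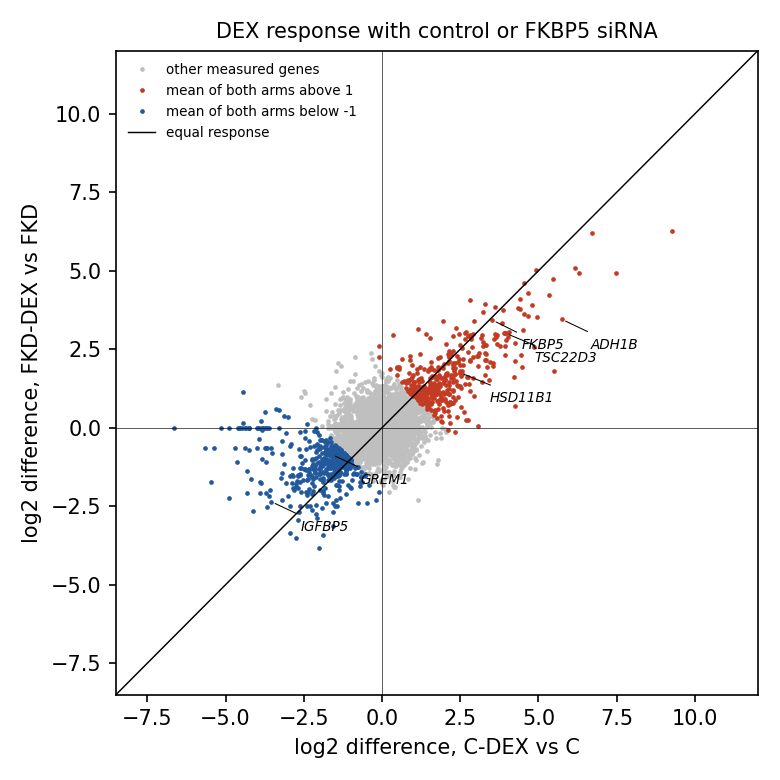
Log2 difference of each measured gene in C-DEX vs C (horizontal axis) and in FKD-DEX vs FKD (vertical axis), 1 point per gene and 1 pooled library per condition. Of the 390 red points (mean of both arms above 1) 280 lie below the line of equal response, of the 438 blue points (mean below −1) 351 lie above it, and the blue points along 0 on the vertical axis include *GZMB* and other T cell genes with few or no counts outside C.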

Venn diagram analysis revealed that: (1) DEX treatment upregulated 537 genes in control cells, whereas only 279 genes were upregulated in *FKBP5*-silenced cells, with 274 genes common to both groups; and (2) in DEX-treated control cells, 706 genes were downregulated, compared to only 203 genes in DEX-treated *FKBP5*-silenced cells, with 216 genes common to both groups (Fig. 1B; full list of DEGs for each Volcano plot can be found in the NCBI GEO repository, accession number GSE292403 (20)).

**Figure 1.**
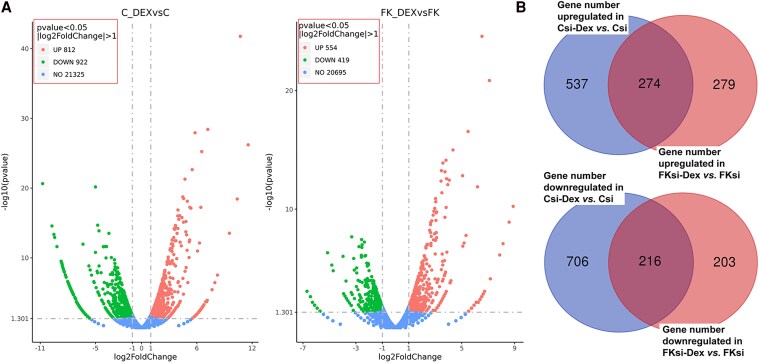
*FKBP5*-silencing reduces dexamethasone-induced differentially regulated genes in leiomyoma cells. (A) Volcano plots of RNA-sequencing data (n = 4 each group) comparing control leiomyoma cells (C) or cells transfected with *FKBP5* siRNA (FK) with dexamethasone (DEX)-treated cells (C-DEX vs C or FKD-DEX vs FKD) show differentially up- or down- regulated genes expressed as log2 fold change. (B) Venn diagrams display the specific number of genes that are upregulated and downregulated in DEX-treated control or *FKBP5* knockdown cells vs control or *FKBP5* knockdown cells, respectively; and which genes are uniquely up- or down- regulated or common between the 2 groups. RNA sequencing raw data available in the NCBI GEO repository, accession number GSE292403 (20).

Given these unexpected findings in comparisons of C-DEX vs C and FKD-DEX vs FKD, we next compared DEX-treated *FKBP5*-silenced cells (FKD-DEX) with DEX-treated control cells (C-DEX). This analysis identified a total of 1248 DEGs, with 582 genes upregulated and 666 genes downregulated (Fig. 2A; see the full list of DEGs in the NCBI GEO repository, accession number GSE292403 (20)).

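With DEX in both arms, the genes most strongly higher after *FKBP5* silencing included the calcium-activated chloride channel family gene *ANO3* (log2 difference in FKD-DEX vs C-DEX, 2.56), the actin-bundling protein gene *LCP1* (2.53), which leukocytes also express, the kinase gene *NRK* (1.98), the oxytocin receptor gene *OXTR* (1.87), which mediates myometrial contraction, and the neurotrophin gene *BDNF* (1.74). The most strongly lower genes after *FKBP5* itself included *RIPOR2* (−2.99), the interleukin-1 receptor accessory protein gene *IL1RAP* (−2.43), the neddylation enzyme gene *NAE1* (−2.41) and the autophagy protease gene *ATG4C* (−2.34). Of the genes measured, 457 were higher and 408 lower. Several of these genes differed in the same direction without DEX. In FKD vs C, *NRK* had a log2 difference of 2.12, *ANO3* of 2.12, *OXTR* of 1.33, *IL1RAP* of −2.66 and *NAE1* of −2.64, whereas *RIPOR2* had 0.56 and *LCP1* −1.06. FKD-DEX vs C-DEX and FKD vs C share no library, and 119 genes were higher in both, against 10.0 for independent lists. Of the 48 measured T cell genes, 38 were lower in FKD vs C and 2 in FKD-DEX vs C-DEX. Part of this list was chosen for its rank in C, so the first number follows in part from the choice. At an assumed biological coefficient of variation of 0.4, FKD-DEX vs C-DEX had 150 genes higher and 217 lower.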

**Figure 2.**
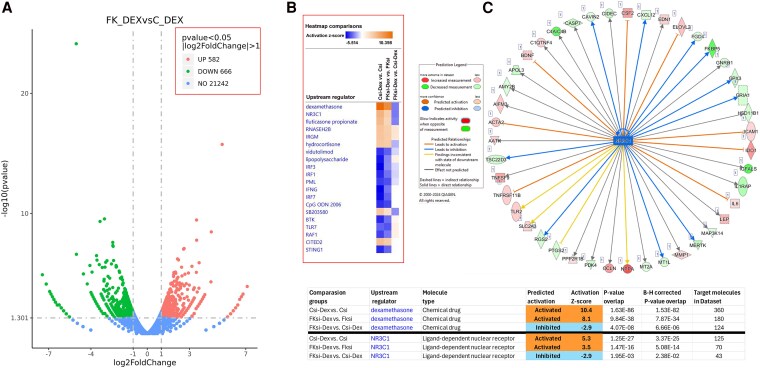
*FKBP5* knockdown in leiomyoma cells treated with dexamethasone predicts inhibition of glucocorticoid signaling. (A) Volcano plot of RNA-sequencing data (n = 4 each group) directly compares differential gene expression in dexamethasone (DEX)-treated *FKBP5*-silenced (FKD_DEX) vs control (C_DEX) leiomyoma cells. (B) Heat map depicts the activation *Z*-score for RNA-sequencing data, comparing DEX-treated control (Csi-Dex) vs vehicle-treated control leiomyoma cells (Csi), DEX-treated *FKBP5*-silenced (FKsi-Dex) vs vehicle-treated *FKBP5*-silenced leiomyoma cells (FKsi), and DEX-treated *FKBP5*-silenced vs DEX-treated control cells (FKsi-Dex vs Csi-Dex). Silencing of *FKBP5* results in the inhibition of dexamethasone and glucocorticoid receptor (*NR3C1*) downstream signaling. (C) Ingenuity Pathway-Upstream Regulator Analysis indicates that the upstream target *NR3C1* is predicted to be inhibited in DEX-treated *FKBP5*-silenced vs DEX-treated control (FKsi-Dex vs Csi-Dex) leiomyoma cells. RNA sequencing raw data available in the NCBI GEO repository, accession number GSE292403 (20).

Using IPA software (Qiagen), we performed heatmap comparison (Fig. 2B) and assessed the activation and inhibition status of DEX- and GR (*NR3C1*)-mediated pathways as upstream regulators of DEGs. This assessment was based on the *Z*-score, with a positive value >2 indicating activation and a negative value < −2 indicating inhibition, in the comparisons of C-DEX vs C, FKD-DEX vs FKD, and FKD-DEX vs C-DEX (Fig. 2B). These comparisons revealed that compared to control siRNA-transfected cells, *FKBP5* knockdown reduced the *Z*-score of DEX from 10.4 to 8.1 in regulating its downstream genes, and decreased *Z*-score of NR3C1 from 5.3 to 3.5 for its downstream genes (Fig. 2B). These reduced *Z*-scores suggest that *FKBP5* knockdown inhibits DEX and/or NR3C1-mediated transcriptional activity. This observation is further supported by the finding that compared to control DEX-treated cultures, *FKBP5*-silenced DEX-treated cultures, exhibited a *Z*-score of −2.9 for both DEX and NR3C1, indicating inhibition of their activity as upstream regulator of DEGs (Fig. 2B). 

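Many genes that glucocorticoids induce in various cell types were higher with DEX, fewer of them after *FKBP5* silencing. Of 36 measured genes of this list, fixed before the data were examined and including *FKBP5*, 25 were higher in C-DEX vs C, with a median log2 difference of 1.63, and 19 in FKD-DEX vs FKD, with a median of 1.09. Each median lay above those of 10000 random lists of genes of similar level, which describes these libraries and is not a test. In FKD-DEX vs C-DEX 34 of the 36 were below 0, 6 of them below −1, with a median of −0.49 that lay below every random list, whereas the median in FKD vs C was −0.03 (percentile 15.6). The transcription factor gene *KLF15* had differences of 3.98 in C-DEX vs C and 3.02 in FKD-DEX vs FKD, and the clock gene *PER1* of 3.67 and 2.95. The pyruvate dehydrogenase kinase gene *PDK4* (−1.76), the G-protein regulator gene *RGS2* (−1.44) and the glutathione peroxidase gene *GPX3* (−1.42) were among the 5 lowest in FKD-DEX vs C-DEX, while the kinase gene *SGK1* had 0.24 in C-DEX vs C and went against the list in FKD-DEX vs FKD with −0.26. Of 25 measured inflammatory genes that GR represses, 11 were lower and 4 higher in C-DEX vs C (median −0.49), and 9 were lower and 1 higher in FKD-DEX vs FKD (median −0.57). Of the 11 lower in either arm, 8 had a smaller fall in FKD-DEX vs FKD. The cytokine genes *IL1B* (−2.63 and −2.50), *LIF* (−2.59 and −2.05) and *IL6* (−1.38 and −1.49) were lower in both arms, and the chemokine gene *CCL20* was higher in both (2.82 and 1.18). With genes kept only at 5 CPM or more in at least 1 library, the median in C-DEX vs C was 0.0399. The T cell cytokine gene *IFNG*, which is not on this list, had 48 counts in C and 0 in C-DEX, FKD and FKD-DEX. The median of the list was 0.14 (percentile 93.5) in FKD-DEX vs C-DEX and 0.32, above every random list, in FKD vs C. The GR gene *NR3C1* had 141 CPM in C, 118 in C-DEX, 102 in FKD and 90.1 in FKD-DEX, with ratios of 0.762 (0.718 to 0.808) in FKD-DEX vs C-DEX and 0.718 (0.678 to 0.761) in FKD vs C. *FKBP4*, which encodes FKBP52, had ratios of 1.23 and 1.20 in these comparisons, and the mediator subunit gene *MED1* had 0.588 (0.536 to 0.644) and 0.508 (0.461 to 0.558). Of 20 genes of GR, its chaperones and its co-regulators none passed the log2 threshold in any of the 4 comparisons, with medians from −0.06 to 0.07. The IPA *Z*-scores were not recomputed. From the lower *Z*-scores of DEX and NR3C1 after *FKBP5* silencing, the paper proposes that the knockdown inhibits transcription mediated by DEX and/or NR3C1 (Fig. 2B).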

According to the IPA analysis, the inhibitions of DEX and NR3C1 activity in the FKD-DEX vs C-DEX group were linked to 124 and 43 DEGs, respectively (Fig. 2B and C). Overall, these findings contrast markedly with previous studies that reported a consistent inhibitory effect of FKBP51 on GR transcriptional activity (8-11).

To confirm these unexpected global RNA-seq findings, we conducted qPCR analysis on DEGs known to contain a GR response element (23, 24), including DEX-upregulated genes *TSC22D3, ADH1B*, and *IL1R1* (Fig. 3A) and DEX-downregulated genes *GREM1, IGFBP5*, and *AMIGO2* (Fig. 3B). These analyses confirmed the leiomyoma-associated dysfunctional regulation of GR transcriptional activity following *FKBP5* silencing, affecting both DEX-induced and DEX-suppressed genes (Fig. 3A and B).

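In the RNA-seq pools, the 3 DEX-induced genes had smaller DEX to vehicle ratios after *FKBP5* silencing. *TSC22D3*, which encodes the anti-inflammatory protein GILZ, had a ratio of 15.3 (14.4 to 16.3) in C-DEX vs C and 8.11 (7.46 to 8.84) in FKD-DEX vs FKD. The alcohol dehydrogenase gene *ADH1B* had ratios of 55.6 (43.0 to 73.2) and 11.0 (9.53 to 12.8), and the interleukin-1 receptor gene *IL1R1* of 3.50 (3.36 to 3.66) and 2.22 (2.10 to 2.35). For *ADH1B* the level before DEX also differed, with 59 counts in C and 195 in FKD, a ratio of 3.92 (2.92 to 5.34) in FKD vs C, and its ratio in FKD-DEX vs C-DEX was 0.777 (0.738 to 0.819). Before DEX, *TSC22D3* had a ratio of 0.672 (0.608 to 0.744) in FKD vs C and *IL1R1* of 0.736 (0.692 to 0.782), both within the log2 threshold. The 3 DEX-repressed genes had ratios closer to 1 after silencing. The BMP antagonist gene *GREM1* had ratios of 0.328 (0.320 to 0.335) and 0.555 (0.545 to 0.564), the IGF-binding protein gene *IGFBP5* of 0.0850 (0.0706 to 0.101) and 0.195 (0.177 to 0.214), and the adhesion molecule gene *AMIGO2* of 0.294 (0.270 to 0.320) and 0.576 (0.528 to 0.628). In FKD vs C, *IGFBP5* was higher (2.04, 1.91 to 2.17). *GREM1* had a ratio of 1.40 (1.38 to 1.42) and *AMIGO2* of 0.703 (0.656 to 0.753), both within the log2 threshold. For each of the 6 genes the intervals of both arms do not overlap. Of the endogenous controls of the qPCR, *ACTB* had a ratio of 1.46 in FKD-DEX vs C-DEX and 1.32 in FKD vs C, and *GAPDH* of 0.965 and 0.974. The qPCR values were not analysed here.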

**Figure 3.**
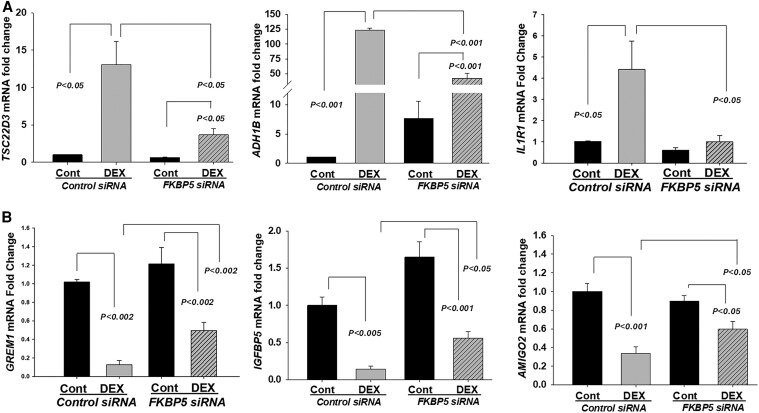
Silencing of *FKBP5* blunts dexamethasone (DEX)-regulated expression of glucocorticoid response element-containing genes in primary leiomyoma cell cultures. qPCR analysis of mRNA levels for DEX-upregulated genes *TSC22D*3*, ADH1B, IL1R1* (A), and DEX-downregulated genes *GREM1, IGFBP1, AMIGO2* (B) in cultured leiomyoma cells transfected with either control or *FKBP5* siRNA for 48 hours and then treated with either vehicle (Cont) or DEX for 24 hours. Bars represent mean ± standard error of the mean, n = 4.

### FKBP51-dependent Upregulation of *HSD11B1* Expression by DEX in Leiomyoma Cells

Among the DEGs, *HSD11B1* was a key downstream target that showed decreased expression following *FKBP5* silencing. 

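*HSD11B1* (ENSG00000117594), whose product HSD11β1 turns inactive cortisone into active cortisol, had 551 counts in C, 3390 in C-DEX, 302 in FKD and 1167 in FKD-DEX, or 25.2, 143, 16.4 and 55.4 CPM. Its ratio was 5.67 (5.18 to 6.22) in C-DEX vs C and 3.38 (2.98 to 3.85) in FKD-DEX vs FKD. The first of these ratios was 1.68 times the second (1.43 to 1.96, a normal approximation on the log scale for counting error), which excludes 1. Its level was also lower after *FKBP5* silencing within each treatment, with a ratio of 0.650 (0.563 to 0.749) in FKD vs C and 0.388 (0.363 to 0.415) in FKD-DEX vs C-DEX. As FPKM, over the merged exons of the gene, the levels were 16.4 in C, 94.7 in C-DEX, 11.0 in FKD and 36.6 in FKD-DEX. The gene lies on chromosome 1 of GRCh38, from 209686178 to 209734950 on the plus strand.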

The whole-genome sequencing results indicated a 5.7-fold increase in *HSD11B1* expression in leiomyoma cells treated with DEX compared to vehicle controls, whereas this increase was only 3.3-fold in *FKBP5*-knockdown cells (Fig. 4A; RNA-seq raw data available in the NCBI GEO repository, accession number GSE292403 (20)). Confirmational analysis by qPCR revealed a significant enhancement of *HSD11B1* levels in DEX-treated control cells, showing a 9.4-fold increase compared to control (*P* < .05; Fig. 4B). However, in *FKBP5* siRNA-transfected leiomyoma cells, DEX treatment produced a lesser (2.5-fold) increase in *HSD11B1* levels compared to control (*P* < .05) (Fig. 4B). This increase was significantly lower than that detected in DEX-treated control siRNA transfected cells (*P* < .001; Fig. 4B). Collectively, these findings suggest that FKBP51 plays a role in facilitating GR-mediated signaling in leiomyoma cells through increases in HSD11β1.

**Figure 4.**
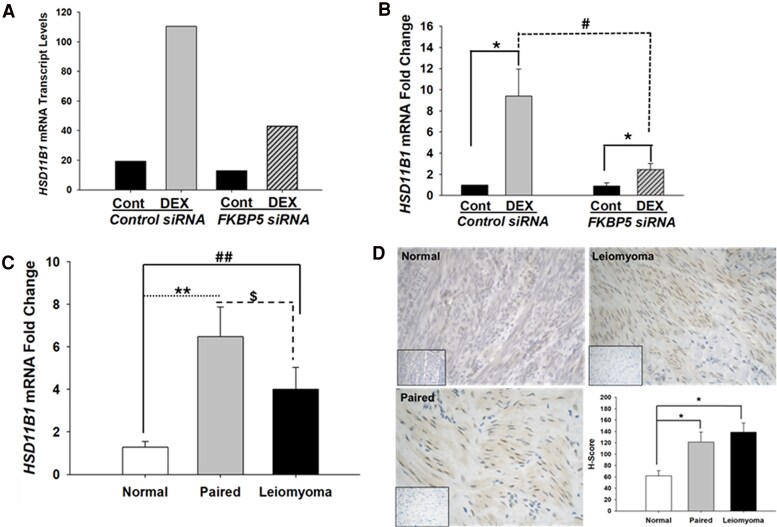
FKBP51 promotes increased *HSD11B1* expression, with baseline *HSD11B1* levels elevated in leiomyomatous uteri. *HSD11B1* levels in leiomyoma cells (n = 4) (A) by RNA-sequencing representing fragments per kilobase of transcript per million mapped reads (FPKM) and (B) by qPCR. Dexamethasone (DEX) treatment increased *HSD11B1* mRNA levels in control siRNA-transfected cells vs vehicle treatment (Cont). However, this DEX-induced upregulation was blunted in *FKBP5-*silenced cells. (C) In situ *HSD11B1* mRNA levels are increased in paired leiomyoma tissue samples (n = 17 paired, n = 17 leiomyoma) relative to normal myometrium samples (n = 16). (D) HSD11β1 immunostaining (brown) in normal myometrium (n = 6), paired (n = 6) and leiomyoma (n = 6) tissue samples, with decreased expression seen in normal tissues as quantified by H score. Inset represents negative control in each tissue sample. Bars represent mean ± standard error of the mean. *P < .05, ^#^*P* < .001, **P = .002, ^##^*P = .01*, ^$^*P = .04.* RNA sequencing raw data available in the NCBI GEO repository, accession number GSE292403 (20).

### In Situ Levels of HSD11β1 mRNA and Protein Expression are Increased in Leiomyomatous Uteri

We next analyzed HSD11β1 mRNA and protein levels in paired myometrial and leiomyoma tissue samples from patients with leiomyomas, as well as in normal myometrial samples from patients without leiomyomas. Analysis of qPCR results revealed that paired myometrium from uteri with leiomyomas exhibited a 6.5-fold increase in expression relative to normal myometrium (*P* = .002), while leiomyoma samples showed a 4-fold increase (*P* = .01) (Fig. 4C). The difference between paired myometrium vs leiomyoma tissues was also significant (*P* = .04). When patient samples were categorized by menstrual cycle phase, those in the proliferative phase exhibited higher *HSD11B1* expression than those in the secretory phase across all 3 groups, although this difference did not attain a statistical significance (this study was underpowered for such a comparison). Further analysis using immunohistochemistry in paired myometrial and leiomyoma tissue sections, as well as normal myometrium sections, confirmed that HSD11β1 protein levels mirrored the mRNA findings, with paired myometrium and leiomyoma tissues having significantly higher expression than normal myometrium (*P* < .05; Fig. 4D).

### DEX-induced HSD11B1 Expression by FKBP51-GR Signaling Is More Pronounced in Leiomyoma Cells Than Normal Myometrial and Human Endometrial Stromal Cells

To determine whether the intracellular relationship between FKBP51 and HSD11β1 is specific to leiomyoma cells, cell culture experiments evaluating *HSD11B1* mRNA expression in leiomyoma cells transfected with control vs *FKBP5* siRNA and treated with DEX were repeated in cultured normal myometrial cells and HESCs obtained from uteri without leiomyoma. The efficiency of *FKBP5* knockdown in these cell cultures was confirmed by qPCR. In normal myometrial cultures, *FKBP5* siRNA-transfected cells showed a 17-fold reduction in *FKBP5* mRNA levels (0.058 ± 0.01 vs 1.0 ± 0, *P* < .001), whereas this reduction was 10.5-fold in HESCs (0.095 ± 0.02 vs 1.0 ± 0, *P* < .001) compared to scramble siRNA-transfected cell lines (Fig. 5A). Similarly, DEX increased *HSD11B1* mRNA levels by 4-fold in normal myometrial cells and by 3.2-fold in HESCs; however, these increases were significantly lower than the 9.4-fold upregulation observed in leiomyoma cells (*P* < .05; Fig. 5B). Interestingly, following *FKBP5* knockdown, *HSD11B1* levels were upregulated by DEX in these 3 cells, but the increases were substantially lower than those seen in control siRNA-transfected cells: 1.7-fold in normal myometrial cells (*P* < .05), 1.4-fold in HESCs (*P* < .05), and 2.5-fold in leiomyoma cells (*P* < .05). However, these increases in *HSD11B1* levels were not significantly different between the 3 cell types (*P* = .248; Fig. 5B). These findings suggest that DEX-induced GR signaling increases *HSD11B1* expression in a FKBP51-dependent manner across different types of uterine cells, with leiomyoma cells exhibiting a much greater response in the presence of FKBP51.

**Figure 5.**
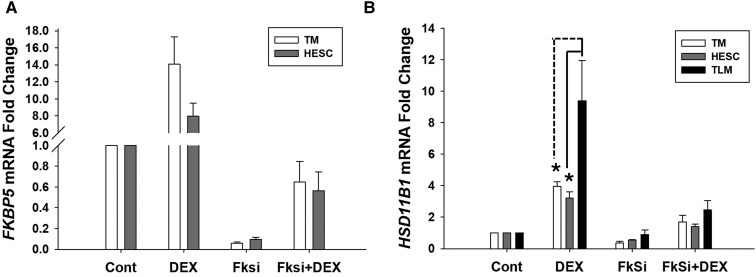
Dexamethasone (DEX) treatment increases *HSD11B1* expression in normal myometrial and human endometrial stromal cell cultures but to a lesser extent than in leiomyoma cells, in a FKBP51-dependent manner. (A) *FKBP5* knockdown efficiency in normal myometrial cell (TM; n = 4) and human endometrial stromal cell (HESC; n = 4) cultures was confirmed by qPCR, with significantly decreased *FKBP5* mRNA levels seen in *FKBP5* siRNA-transfected cells (FkSi) vs control siRNA-transfected cells (Cont). DEX treatment increased *FKBP5* mRNA levels in TM and HESC cell lines. This DEX-induced increase in *FKBP5* levels was less pronounced in *FKBP5*-silenced cells (FkSi + DEX) for both cell lines. (B) DEX treatment increased *HSD11B1* mRNA levels in control siRNA-transfected TM (n = 4), HESC (n = 4), and leiomyoma (TLM; n = 4) cells (DEX) vs vehicle treatment (Cont). This increase was blunted following *FKBP5* knockdown (FkSi + DEX vs FkSi; fold change relative to Cont). Bars represent mean ± standard error of the mean. *P < .05.

### Enhanced FKBP51-glucocorticoid Signaling Induces Leiomyoma Cells Toward a Myofibroblast Phenotype

To elucidate how elevated FKBP51-GR signaling contributes to the pathogenesis of leiomyomas, we compared the expression of genes encoding ECM proteins (*LAMA2, LAMB1,* and *FN1*) and genes associated with smooth muscle cell proteins *(CNN1, MYH9, MYH10, ACTA2*) in cultured leiomyoma cells transfected with control vs *FKBP5* siRNA and treated with DEX. The RNA sequencing data revealed that in FKD-DEX vs C-DEX, transcription levels of ECM genes were reduced, whereas genes encoding proteins expressed by smooth muscle cells were increased (Fig. 6A; raw data available in the NCBI GEO repository, accession number GSE292403 (20)). To confirm these findings, expression levels of *LAMA2, FN1, and CNN1* were analyzed by qPCR. 

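In FKD-DEX vs C-DEX, the laminin genes *LAMA2* and *LAMB1* had ratios of 0.668 (0.654 to 0.683) and 0.793 (0.781 to 0.805), and the fibronectin gene *FN1* had 0.860 (0.857 to 0.862). Among the smooth muscle genes, *CNN1*, which encodes the actin-binding protein calponin, had a ratio of 4.44 (4.11 to 4.81), and *ACTA2*, which encodes smooth muscle α-actin and also marks myofibroblasts, had 3.71 (3.61 to 3.81). The non-muscle myosin heavy chain genes *MYH10* and *MYH9* had 2.13 (2.06 to 2.20) and 1.69 (1.67 to 1.71). Only *CNN1*, *ACTA2* and *MYH10* of the 7 genes passed a log2 difference of 1 in either direction. Without DEX, in FKD vs C, the ratios of the smooth muscle genes were also above 1, at 2.17 for *CNN1*, 2.33 for *ACTA2*, 1.46 for *MYH10* and 1.17 for *MYH9*. In the same comparison *FN1* was 0.719 (0.716 to 0.721), *LAMA2* 0.862 (0.833 to 0.891) and *LAMB1* 1.03 (1.00 to 1.05). With DEX in control cells, C-DEX vs C, the ratio was 2.55 for *LAMA2*, 1.95 for *LAMB1* and 1.16 for *FN1*, and 0.284 for *CNN1*, 0.706 for *ACTA2*, 0.546 for *MYH10* and 0.649 for *MYH9*. With DEX in *FKBP5*-silenced cells, FKD-DEX vs FKD, the ratio was 1.97 for *LAMA2* and 1.50 for *LAMB1*. For *FN1* it was 1.38, larger than in control cells. The smooth muscle genes had ratios of 0.581 for *CNN1*, 1.13 for *ACTA2*, 0.795 for *MYH10* and 0.931 for *MYH9*.

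**Figure D2:**
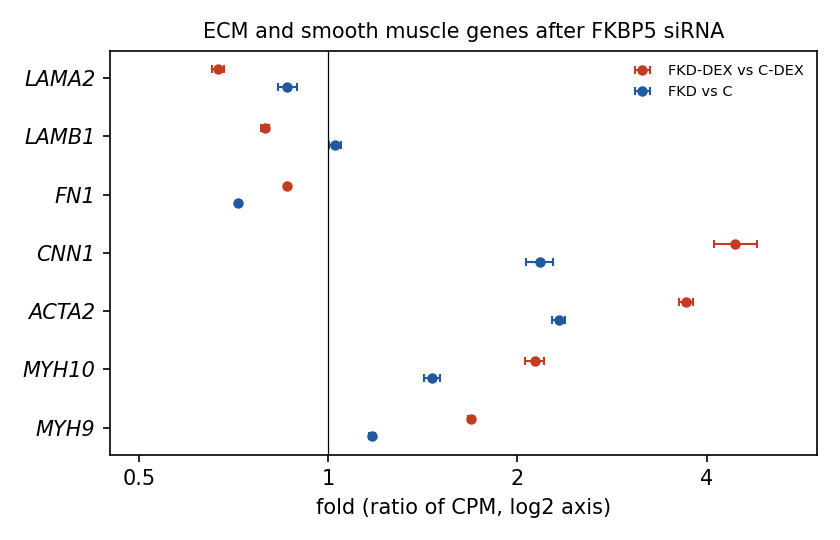
Ratio of CPM after *FKBP5* siRNA over control siRNA for 7 genes, on a log2 axis, with DEX (FKD-DEX vs C-DEX, red) and with vehicle (FKD vs C, blue). Bars are 95% counting intervals from 1 pooled library per condition, and the smooth muscle genes lie above 1 with DEX and with vehicle.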

The results indicated that DEX treatment resulted in significantly lower levels of *LAMA2* (*P* = .001) and *FN1* (*P* = .001) in *FKBP5*-silenced cells vs control cells. Conversely, *CNN1* levels were significantly higher in DEX-treated *FKBP5*-silenced cells vs DEX-treated control cells (*P* < .001; Fig. 6B). These findings suggest that increased FKBP51-GR signaling induces the switch from a smooth muscle to a myofibroblast phenotype in leiomyoma cells.

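Over wider lists, fixed before the data were examined, contractile genes had positive log2 differences after *FKBP5* silencing, mostly within the threshold, while ECM genes and myofibroblast genes went both ways. In FKD-DEX vs C-DEX, all 24 measured smooth muscle contractile genes had a positive log2 difference and 8 were above 1, with a median of 0.82 that lay above each of 10000 random lists. They included the actin-associated protein gene *PDLIM3* (1.63) and the myosin light chain kinase gene *MYLK* (1.32). Without DEX, in FKD vs C, the median of the 24 genes was 0.60. *MYH11* and *KCNMB1*, also on this list, did not reach 1 CPM in any library. *ACTG2*, the enteric smooth muscle actin gene, had 3 counts in C-DEX and 65 in FKD-DEX, a ratio of 24.4 (7.99 to 121). The 5 non-muscle myosin genes were all above 0, with a median of 0.44 (percentile 98.7). Of 10 fibroblast and stromal markers, 7 were below 0 in each siRNA comparison, with medians of −0.20 (percentile 1.69) in FKD-DEX vs C-DEX and −0.26 (percentile 0.33) in FKD vs C. In C-DEX vs C, 5 of the 24 contractile genes were lower and none higher, with a median of −0.36, and in FKD-DEX vs FKD the median was 0.07. Of 41 measured ECM genes, 20 were above 0 and 21 below in FKD-DEX vs C-DEX, with a median of −0.0024 that was 0.0034 when genes were kept only at 5 CPM or more. The elastin gene *ELN* (−1.19) was the 1 ECM gene below −1, followed by the small proteoglycan gene *DCN* (−0.74) and the calcification inhibitor gene *MGP* (−0.72), whereas the tenascin gene *TNC* (1.00) was the highest. In FKD vs C, 32 of the 41 were below 0, with a median of −0.20 that lay below every random list. With DEX in control cells, C-DEX vs C, 14 of the 41 were above 0 and 27 below, with a median of −0.15 (percentile 1.2). Of 24 genes of myofibroblasts and fibrosis, 11 were above 0 and 13 below in FKD-DEX vs C-DEX, with a median of −0.08 (percentile 4.03). The myofibroblast marker gene *LRRC15* was higher (1.47) and the cartilage matrix gene *COMP* lower (−1.34). In C-DEX vs C, *LRRC15* (−2.61) and the collagen-binding integrin gene *ITGA11* (−1.62) were lower, the growth factor receptor gene *PDGFRA* was higher (1.11), and the median was −0.28.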

**Figure 6.**
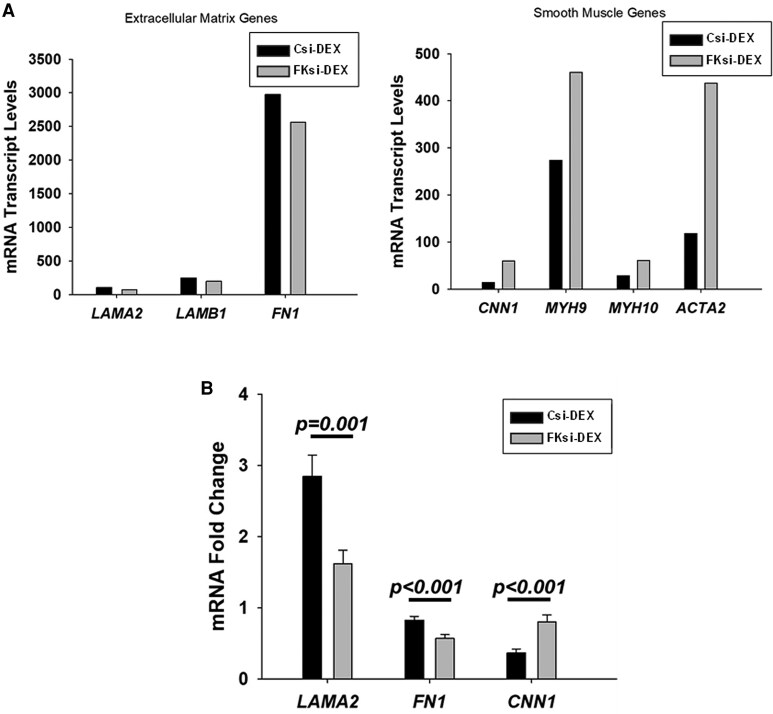
FKBP51 and dexamethasone induce a switch in leiomyoma cells from a smooth muscle to myofibroblast phenotype. (A) RNA-sequencing analysis of cultured leiomyoma cells (n = 4) shows lower expression levels of extracellular matrix genes including *LAMA2*, *LAMB1*, and *FN1*, and higher expression levels of smooth muscle expressed genes *CNN1*, *MYH9*, *MYH10,* and *ACTA2* following dexamethasone (DEX) treatment in *FKBP5* siRNA (FKsi) vs control siRNA (Csi) transfected cells. (B) Confirmation of significantly lower expression levels of *LAMA2* and *FN1*, and higher expression levels of *CNN1* in FKsi-Dex vs Csi-Dex by qPCR analysis. Bars represent mean ± standard error of the mean; n = 4. RNA sequencing raw data available in the NCBI GEO repository, accession number GSE292403 (20).

## Discussion

The current study sought to understand how FKBP51-GR signaling interactions contribute to the pathogenesis of leiomyoma. Analysis of whole-genome RNA-seq in primary leiomyoma cell cultures showed that FKBP51 amplifies GR-mediated transcriptional effects, both up- and down-regulating numerous genes. These findings contrast with existing literature, which suggests that FKBP51 universally inhibits GR-mediated transcriptional activity (9, 17, 25, 26). Our RNA sequencing analysis identified *HSD11B1* as a key mediator of this enhanced FKBP51-GR signaling. In vitro and in situ results confirmed increased HSD11β1 levels in leiomyomatous uteri compared to normal myometrium. Mechanistically, we demonstrated that increased FKBP51-GR signaling in leiomyoma cells induces a switch from a smooth muscle to myofibroblast phenotype. This is consistent with previous studies that have documented increased deposition of ECM proteins in uterine leiomyoma (2, 14). Our findings suggest that elevated GR signaling in leiomyomatous uteri creates a local positive pathological feedback loop wherein increased FKBP51 levels result in upregulation of HSD11β1, thereby generating active cortisol. This process sustains GR activation and further promotes FKBP51 while also inducing expression of ECM genes and inhibiting genes encoding smooth muscle proteins (Fig. 7).

**Figure 7.**
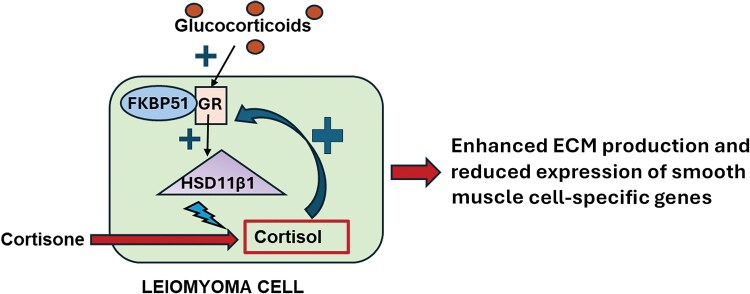
Schematic illustration of the potential mechanism by which enhanced FKBP51-GR signaling contributes to the pathogenesis of leiomyoma. Elevated levels of FKBP51 augment glucocorticoid-induced GR-mediated upregulation of HSD11β1, which converts inactive cortisone to active cortisol, leading to sustained intracellular glucocorticoid signaling in leiomyoma cells. This FKBP51-GR-HSD11β1 relationship generates an intracellular pathological circle, leading to increased expression of extracellular matrix (ECM) genes and decreased levels of genes expressed by smooth muscle cells, supporting a switch from a smooth muscle to myofibroblast phenotype, thereby contributing to the pathogenesis of leiomyoma.

Many prior studies showing that FKBP51 inhibits GR signaling were performed in neuronal tissues, linking a role for FKBP51 in the pathogenesis of Alzheimer disease (27), posttraumatic stress disorder, and depression (17, 26). Studies from our laboratory established a role for FKBP51 inhibition of PR and GR signaling in decidual and endometrial stromal cells (7, 12, 13). Our current findings of increased FKBP51-GR signaling through an upregulation of HSD11β1 in leiomyoma cells suggest that this phenomenon may be specific to leiomyoma cells. Prior studies have noted differential gene expression in different cell types following DEX treatment (lung carcinoma A549 vs osteosarcoma U2OS cells lines) (28). However, we observed the same phenomenon in normal uterine myometrial and endometrial stromal cells, though to a lesser degree, suggesting this effect may be specific to uterine tissue. Further studies will need to be performed in other cell types including neuronal cells to see if this FKBP51-GR induction of HSD11β1 occurs in these tissue types as well, potentially offering a new therapeutic avenue for these psychiatric conditions.

HSD11β1, however, is not the only enzyme regulating intracellular glucocorticoid activity. HSD11β2 also plays a role, as it has opposing activity, converting active cortisol to inactive cortisone. The amounts of these 2 enzymes are tissue- and cell type-specific (29). Thus, the balance between the 2 will influence the extent of GR signaling. In our leiomyoma cell culture RNA-seq data, *HSD11B2* transcript levels were extremely low, representing less than 0.1 fragments per kilobase of transcript per million mapped reads and these levels remained extremely low after *FKBP5*-silencing. 

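*HSD11B2* (ENSG00000176387), on chromosome 16 of GRCh38 from 67430652 to 67437553 on the plus strand, had 1 count in C, 5 in C-DEX, 0 in FKD and 3 in FKD-DEX. These are 0.0168 FPKM in C, 0.0791 in C-DEX and 0.0532 in FKD-DEX, and the 0 counts in FKD allow up to 0.0617 FPKM, the level of 3 counts. The C-DEX to C ratio of 4.61 has a counting interval of 0.516 to 218, and it was 1.98 when all libraries were thinned to the same total. A difference between these levels was not detectable at this depth.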

DEX treatment led to 4.6-fold increase in levels; however, they remained <0.1 fragments per kilobase of transcript per million mapped (data not shown). Likewise, previous studies performed in our laboratory found no differences in FKBP52 levels, a positive regulator of GR signaling (30), in leiomyoma vs paired myometrial tissue (data not shown). Importantly, DEX is a synthetic glucocorticoid that does not require HSD11β1/β2 for activation/inactivation and interacts with GR differently than endogenous glucocorticoids (29). These considerations suggest that upregulation of HSD11β1 in our leiomyoma and myometrial cell cultures occurred via FKPB51 upregulation either directly or indirectly through an unknown third-party mediator.

Interestingly, a prior study noted differential GR binding and GR target gene regulation with mediator of RNA polymerase II transcription subunits 1 and 14 (MED1, MED14) (31). The role of a different mediator subunit, MED12, has been previously implicated in the pathogenesis of leiomyoma, with a recent meta-analysis finding MED12 mutations in 55.8% of leiomyomas analyzed. Leiomyoma development from cells with mutated MED12 is thought to occur through increased AKT signaling and decreased cyclin C-CDK8/19 kinase activity, leading to myometrial cell growth and proliferation (32). However, given that MED12 mutations disrupt mediator complex activity, altering transcriptional activity in leiomyomas (33), MED12 interaction with GR signaling, and/or FKBP51 may be interesting to investigate in future studies.

Given that the current leiomyoma therapies primarily target estrogen and progesterone signaling or block GnRH signaling, our findings suggest a potentially new approach for treating leiomyoma. Though further omics studies are needed to clarify how FKBP51-GR directly regulates intracellular HSD11β1 and alters the transcriptional activity in leiomyoma cells, we found that DEX treatment in the presence of *FKBP5* induces *HSD11B1* expression to a greater extent in leiomyoma cells compared to normal myometrium. This leads to the upregulation of extracellular matrix genes and downregulation of smooth muscles genes. Notably, this enhanced *HSD11B1* expression in leiomyoma was absent following *FKBP5* knockdown, highlighting the interconnectivity between *FKBP5* and *HSD11B1* in inducing a myofibroblast phenotype.

In conclusion, blocking FKBP51-meditated GR transcriptional activity, along with inhibiting HSD11β1 expression and/or activity, could disrupt the “FKBP51-GR-HSD11β1” cycle in leiomyomatous uteri. This disruption may reduce extracellular matrix protein production, possibly limiting leiomyoma formation and growth (Fig. 7). Our findings provide a new treatment strategy, particularly for patients who cannot use hormone therapy and/or wish to conceive.

## Data Availability

The RNA-sequencing datasets presented in this study can be found in the online NCBI GEO repository, accession number GSE292403. The repository can be accessed using the link here (20): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292403.

## Abbreviations

C-DEX: dexamethasone-treated control cells
DEG: differentially expressed gene
DEX: dexamethasone
ECM: extracellular matrix
FKBP51: FK506-binding-protein-51
FKD-DEX: dexamethasone-treated *FKBP5*-silenced cells
GR: glucocorticoid receptor
HESC: human endometrial stromal cell
HSD11β1: hydroxysteroid 11-β dehydrogenase 1
IPA: Ingenuity Pathway Analysis
PR: progesterone receptor
qPCR: quantitative polymerase chain reaction
RNA-seq: RNA-sequencing
TBS: Tris-buffered saline

How the deposited data were processed for this re-analysis (not part of the article)

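RNA-seq of primary leiomyoma cell cultures was analysed under 4 conditions, which are control siRNA with vehicle (C), control siRNA with DEX (C-DEX), *FKBP5* siRNA with vehicle (FKD) and *FKBP5* siRNA with DEX (FKD-DEX). For each condition the RNA of 4 cultures had been pooled into 1 library, so conditions and libraries cannot be separated and the spread between cultures is not known. The deposited values are raw read counts per gene, which the authors obtained after alignment with STAR 2.5 to hg38 according to the submitters' processing notes. The counting tool, its settings, the annotation release and the use of strand are not given in the sources used here. The 58735 gene identifiers are those of GENCODE 29 on GRCh38, from which coordinates, exon lengths and 3′ UTRs were taken. Gene symbols were matched for 58207 of them. Since strand is not known, overlapping and antisense genes cannot be told apart, and counts of close paralogs such as the metallothionein genes or the actin genes are uncertain.

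Total counts ranged from 18175635 in FKD to 23653584 in C-DEX, and between 21887 and 23146 genes had a count. The 3 most abundant genes, *COL1A1*, *FN1* and *COL1A2*, took between 9.89% and 12.2% of the counts, and mitochondrial genes between 2.02% and 2.76%. Scaling factors were computed by TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) over the 4 libraries. Levels are CPM, and log2 differences are between log2 CPM values with a prior count of 2 in C-DEX vs C, FKD-DEX vs FKD, FKD-DEX vs C-DEX and FKD vs C. Genes with at least 1 CPM in at least 1 library were kept. The median log2 difference of all kept genes was between −0.01 and 0.01 in each comparison. Ratios are of CPM, with exact conditional binomial 95% intervals, and FPKM was computed from counts, total counts and merged exon length. For a count of 0 the limit is 3 counts.

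The size threshold of a log2 difference of 1 is the one the results section of the paper states. The paper also names a p-value below 0.05, and its text names no test, dispersion or adjustment for it. With 1 library per condition, no quasi-likelihood test, DESeq2 test, replicate block or omission of a replicate could be run. The exact test of edgeR with a dispersion assumed beforehand was used as an alternative for counts of genes, and such a p compares 2 libraries. Lists of genes are described by the median of their measured members and its percentile among 10000 random lists of the same size matched on mean level in 20 bins.

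Genes named in the text were fixed by rule before the data were examined. They are the 12 highest and 12 lowest genes with a symbol and at least 10 CPM in the higher library in each comparison, every gene the paper names for this experiment, up to 4 members per gene list with the largest difference, and members that go against their list. Values in Figs. 3, 4 and 6 had been seen. The T cell, B cell, monocyte and macrophage, and red blood cell gene lists were written after T cell genes had been seen among the genes highest in C, with 34 T cell genes already seen and 64 not looked at before. Outside this rule, *ACTG1* and the T cell and leukocyte genes *GZMB*, *IFNG*, *CCL4*, *IL2RA*, *CORO1A*, *NCKAP1L*, *PTPN6*, *DOCK8*, *GATA3* and *ELMO1* were named after their values were seen.

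The alternatives set before the data were examined were DESeq2 1.42.0 size factors, total counts without scaling factors, thinning of all libraries to the smallest total, prior counts of 0.5 and 10, no filter on low genes, a filter at 5 CPM, a fold threshold of 1.5 as in the methods of the paper, a counting interval that excludes 1, and assumed biological coefficients of variation of 0.4, 0.2 and 0.1. Alternatives without T cell genes, without genes at least 2-fold higher in C than in each other library, and with at least 5 CPM in both vehicle libraries were added after the data were seen.

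The count of genes past the threshold was tested on simulated data for C-DEX vs C. Over 14049 genes, 97 of 100 genes with a true 3-fold change and 1 of 100 with a true 1.5-fold change passed it, and 44 unchanged genes did, with counting noise alone. In simulated libraries without change, a median of 397 genes passed it at an assumed biological coefficient of variation of 0.2 and 3427 at 0.4. Observed totals were 1220 in C-DEX vs C, 781 in FKD-DEX vs FKD, 865 in FKD-DEX vs C-DEX and 747 in FKD vs C. These totals argue against a coefficient as large as 0.4 across all genes of these libraries. They do not give its value, so the counts of genes at the threshold hold unchanged genes to an unknown extent. The share of smaller responses was simulated 100 times with equal true responses in both arms. A scan of 3′ UTRs related the presence of each 7-mer to the log2 differences of the genes, for genes with at least 5 CPM and a 3′ UTR of at least 50 bases. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used. The qPCR, immunoblot and tissue measurements of the paper and its pathway analysis were not analysed here.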

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

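Chosen only after the result was seen were the test with monocyte and macrophage genes, the tests with T cell genes nearly absent from the other libraries, the choice of a 7-mer without the genes lower in both and its percent at 1 CPM or more, the ratio without *CD163*, the test of levels before DEX for DEX-lower genes, and the filter of 5 CPM in both vehicle libraries. The reading of the first T cell test as unclear was not set beforehand either.

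FKD vs C, a comparison the paper does not report, had 308 genes higher and 439 lower. Of these, 302 were lower without the genes at least 2-fold higher in C than in each other library, which by that choice are all lower here. At an assumed biological coefficient of variation of 0.4 the counts were 61 higher and 315 lower. By the size threshold, 162 genes were lower both in FKD vs C and in FKD-DEX vs C-DEX, against 12.7 for independent lists. Matches of the *FKBP5* siRNA to other transcripts may account for part of these, since among 16384 7-mers in 10473 3′ UTRs the presence of GTTTATC went with the lowest log2 differences in both comparisons (z of −8.70 and −9.33), followed by TGAGAAA (−7.91 and −8.29), while the lowest z in C-DEX vs C was −4.18. GTTTATC lay in 17 of 68 searched genes lower in both at 5 CPM or more (25.0%), which decides nothing as these genes took part in its choice, but it was also the lowest with all genes lower in both left out of the choice (z of −8.05), and then lay in 25 of the 131 searched at 1 CPM or more (19.1%), against 13.7% as the upper end of the middle 95% of random lists matched on 3′ UTR length and 20.6% in the highest of them. TGAGAAA lay in 29.8% of the 131, under its upper end of 31.3%, and 78 of the 131 have neither 7-mer. A z below the lowest of C-DEX vs C was held in both FKD vs C and FKD-DEX vs C-DEX by 11 7-mers. Several of the 11 overlap, such as TTTATCA with GTTTATC and GAGAAAT with TGAGAAA, so they are not separate matches. AATGAAA (−6.27 and −6.61) was among the 11. Only GTTTATC and TGAGAAA were counted in the 131, so the share of these genes that siRNA matches could account for stays open. The siRNA sequences were not used here, and an effect of FKBP51 loss on these genes, with no other *FKBP5* siRNA analysed here, stays open and untested.

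DEX responses were smaller after *FKBP5* silencing in 71.8% of DEX-higher and 80.1% of DEX-lower genes. The tables argue against noise that is independent between genes and against the choice of genes, since the highest of 100 simulated percents with equal responses was 55.6% for DEX-higher genes at an assumed biological coefficient of variation of 0.2 and 57.5% with counting noise alone, and against depth, since the percent was 77.6% (73.1% to 81.7%) with libraries thinned to the same total. They also argue against levels before DEX as the whole of it, since the median FKD vs C difference was 31.5% of the median difference in response for DEX-higher genes and 41.4% for DEX-lower genes, which leaves part of it to these levels, and against T cell RNA in C, since 89.1% (83.6% to 93.3%) of the DEX-lower genes with at least 5 CPM in both vehicle libraries had a smaller response. A weaker response to DEX without FKBP51 is a hypothesis that these values leave standing. Matches of the siRNA to other transcripts, and any difference between single pools in handling, also stay open for this pattern, as neither was tested on it. The intervals of these percents treat genes as independent and do not cover a difference between pools that shifts many genes together.

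In C, 137 genes were at least 2-fold higher than in each of the other libraries, against 83 in C-DEX, 26 in FKD and 42 in FKD-DEX, and many are T cell genes such as *GZMB*, *CORO1A* (205 counts in C and 8, 3 and 10 in C-DEX, FKD and FKD-DEX), *IL2RA* (102 in C) and *PTPRC* (93 in C). On RNA of T cells in C the first test counted against it by the bound set beforehand. Of 45 T cell genes not looked at before with at least 10 counts, 39 were highest in C. Only 44.4% were at least 4-fold higher, under the 50% set as that bound. However, 21 of the 25 others have over 5 counts in the other libraries, so the bound fell on genes these libraries also hold. By this reading, which was not set beforehand, the test leaves RNA of T cells in C unclear. It may nonetheless be the source, since for those nearly absent elsewhere (43 genes with at most 5 counts over the other 3 libraries) 90.4% of counts lay in C, against 59.8% as the upper end of the middle 95% and 74.7% in the highest of 10000 random lists of other protein-coding genes with as many counts outside C. The same choice for another library left at most 13 genes, none of them with 10 counts in that library, and so decides nothing. The values argue against counting noise, as 37.4% (36.2% to 38.7%) of the counts of all 64 genes lay in C, which holds 26.1% of all counts, and against blood in general, as monocyte and macrophage genes in C were 0.723 times the highest other library (1.12 times without *CD163*, which is higher with DEX), B cell genes 1.12 times, and red blood cell genes had 0 counts in all libraries. No biological explanation was tested, and whether such cells were in the cultures or their RNA entered later cannot be read from these values.

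The 24 smooth muscle contractile genes had a median log2 difference of 0.60 in FKD vs C, with 23 of them above 0. The 30 interferon-stimulated genes had a median of −0.63 in the same comparison, with all 30 below 0. C also held T cell transcripts such as *IFNG*, with 48 counts in C and 0 in FKD. In FKD-DEX vs C-DEX, which leaves C out, the median of the 30 was −0.30. With DEX, 19 genes had a log2 difference above 1 in one arm and below −1 in the other, many at low counts, and the counting intervals exclude 1 in both arms for 10 of them. The genes were chosen on these same counts, so an interval that excludes 1 follows in part from the choice and is no test. For the leukocyte-expressed genes *CORO1A*, *NCKAP1L*, *PTPN6* and *DOCK8* the intervals in FKD-DEX vs FKD include 1, so a higher level with DEX in that arm is not beyond counting error, whereas those of *GATA3* (11 counts in FKD-DEX) and *ELMO1* (9 counts), which leukocytes also express and which have 1 count in FKD, exclude it.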

How the results depend on the processing

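The leave-one-out, quasi-likelihood and DESeq2 tests could not be run. No paired analysis was possible because each condition had 1 pooled library. Over 29 results, the alternatives set beforehand gave 221 values, of which 160 stayed close to the reported one (within 1.5 times for a count of genes, within the interval for other values), 59 moved further without a change of direction and 2 changed sign. Under other scalings and thinning, the *FKBP5* ratio ranged from 0.0304 to 0.0317 in FKD vs C and from 0.0294 to 0.0303 in FKD-DEX vs C-DEX. The *HSD11B1* ratio ranged from 5.67 to 5.78 in C-DEX vs C, from 3.33 to 3.38 in FKD-DEX vs FKD, and from 0.386 to 0.389 in FKD-DEX vs C-DEX, so each kept its direction. Counts of genes moved under other filters, where the number of genes compared changes, and under a fold of 1.5, where the limit itself changes. The cause was not tested for the other moves.

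In what follows, pairs are counts of genes higher and lower. In C-DEX vs C they were 1786 and 2068 with no filter, 286 and 312 at 5 CPM, 1184 and 1436 at a fold of 1.5, and 342 and 379 at an assumed biological coefficient of variation of 0.4, with 812 higher at 0.2, and 934 and 1049 at 0.1. FKD-DEX vs FKD had 2130 and 1886 with no filter, 191 and 129 at 5 CPM, 1014 and 967 at a fold of 1.5, and 229 and 118 at 0.4, with 653 higher at 0.1 and 220 lower at a prior count of 10. FKD-DEX vs C-DEX had 2007 and 1859 with no filter, 182 and 145 at 5 CPM, 1239 and 1172 at a fold of 1.5, 274 and 250 at a prior count of 10, and 150 and 217 at 0.4, with 666 lower at 0.2 and 791 at 0.1. FKD vs C had 1615 and 1933 with no filter, 102 and 141 at 5 CPM, 936 and 1202 at a fold of 1.5, 162 and 291 at a prior count of 10, and 61 higher at 0.4, with 726 lower at 0.2 and 845 at 0.1. Genes higher and lower in both arms were 493 and 458 with no filter, 167 and 117 at 5 CPM, 569 and 586 at a fold of 1.5, and 129 and 48 at 0.4.

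The share of smaller responses stayed above 50% under every alternative run. It was 77.6% for DEX-higher genes with thinned libraries, 82.4% and 84.4% for DEX-higher and DEX-lower genes at a prior count of 10, 60.9% and 64.2% with no filter, and 83.4% and 88.2% at 5 CPM. Chosen after seeing the data, at least 5 CPM in both vehicle libraries gave 85.8% and 89.1%, and the remaining 24 values of the added alternatives, without T cell genes or without genes high in C, stayed close. Close has the meaning given above, by which 302 genes lower in FKD vs C without genes high in C are close to 439. The signs that changed were those of medians at 5 CPM, 0.0399 for GR-repressed inflammatory genes in C-DEX vs C and 0.0034 for ECM genes in FKD-DEX vs C-DEX. Depth limits genes such as *HSD11B2*, with at most 5 counts per library, and the missing replicates limit all comparisons.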

Differences from the paper's values

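The counts here use the paper's size threshold, a log2 difference of 1, without the p-value below 0.05 that the paper adds. For genes upregulated in C-DEX vs C, the paper's count is 812 and the count here 540. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were DESeq2 size factors (543), total counts (562), thinned libraries (549), a prior count of 0.5 (570), a fold of 1.5 (1184), and assumed biological coefficients of variation of 0.2 (812) and 0.1 (934). Those outside were a prior count of 10, no filter, the 5 CPM filter, the counting interval and 0.4.

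For genes downregulated in FKD-DEX vs C-DEX, the paper's count is 666 and the count here 408. A prior count of 0.5 (455) and assumed coefficients of 0.2 (666) and 0.1 (791) were within 1.5 times. The other scalings, thinning, a prior count of 10, both filters, a fold of 1.5, the counting interval and 0.4 were not.

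For genes upregulated with DEX in control cells alone, the paper's count is 537 and the count here 275, and within 1.5 times were a fold of 1.5 (615), 0.2 (539) and 0.1 (635). For those upregulated in *FKBP5*-silenced cells alone, the paper's count is 279 and the count here 150, and 0.2 (281) and 0.1 (354) were within. Downregulated in control cells alone were 706 genes in the paper and 448 here, with a fold of 1.5 (850), 0.2 (706) and 0.1 (805) within. Downregulated in *FKBP5*-silenced cells alone were 203 genes in the paper and 134 here, with DESeq2 size factors (136), total counts (146), a prior count of 0.5 (157), 0.2 (201) and 0.1 (273) within. In each of these 4 cases the remaining alternatives were not.

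At 0.2 the other counts were 922 genes lower in C-DEX vs C, 554 higher and 417 lower in FKD-DEX vs FKD, 582 higher in FKD-DEX vs C-DEX, and 273 higher and 216 lower in both arms, beside the paper's 922, 554, 419, 582, 274 and 216. The paper's text names neither a test nor a dispersion, so this is a setting under which the counts come close and not the paper's stated method.

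The legend of Fig. 3 names *IGFBP1* among the DEX-downregulated genes, where the text names *IGFBP5*, and the values given here are those of *IGFBP5*.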

Other observations

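Many interferon-stimulated genes, which mediate antiviral defense, were lower with DEX. Of 30 measured, 17 were lower in C-DEX vs C (median log2 difference −1.08) and 11 in FKD-DEX vs FKD (−0.73), with *MX1* at −2.38 and −2.04 and *OAS1* at −2.16 and −1.42. In FKD vs C, *OAS1* was −1.66 and *IFI44L* −1.33, while C also had counts of T cell genes such as *CCL4*, with 83 counts in C, 1 in FKD and 0 in C-DEX and FKD-DEX. The median in FKD-DEX vs C-DEX, neither of which is C, was −0.30 (percentile 0.01). Of 28 cell cycle genes none was higher or lower with DEX in either arm, although their medians of −0.31 and −0.27 lay below every random list, and the medians were 0.10 in FKD-DEX vs C-DEX and 0.09 in FKD vs C. The 5 measured metallothionein genes, metal-binding proteins whose close sequences can share reads, had a median of 1.54 in C-DEX vs C, 0.60 in FKD-DEX vs FKD, −1.04 in FKD-DEX vs C-DEX and 0.36 in FKD vs C, with *MT1X* at 2.90 and 1.58 and *MT2A* at 1.44 and 0.60 in the DEX comparisons. The 19 genes of stress and RNA quality had medians of 0.17 in FKD-DEX vs C-DEX and −0.05 in FKD vs C, and the growth differentiation factor gene *GDF15* was −1.73 in C-DEX vs C and −1.14 in FKD-DEX vs FKD.

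After *FKBP5* silencing, with DEX and with vehicle alike, the receptor tyrosine kinase gene *KIT* was higher, with 11 counts in C, 5 in C-DEX, 172 in FKD and 182 in FKD-DEX, ratios of 18.5 (10.1 to 37.8) in FKD vs C and 41.0 (17.3 to 128) in FKD-DEX vs C-DEX. *ID1*, a target gene of BMP signaling, was lower in both (−1.48 and −1.54) and higher with DEX in both arms (1.25 and 1.19). The actin gene *ACTG1* was lower (−1.47 and −1.55), where *ACTB* had positive differences within the threshold (0.40 and 0.54). The endothelin receptor gene *EDNRB* was 2.10 in FKD vs C and the collagen receptor gene *ITGA2* −2.46. *DBP*, a clock output gene, was −1.10 in FKD vs C and −2.06 in FKD-DEX vs C-DEX. The scavenger receptor gene *CD163*, a GR target in macrophages, had 2 counts in C, 60 in C-DEX, 3 in FKD and 52 in FKD-DEX, ratios of 27.7 (7.33 to 234) and 15.2 (4.92 to 76.0) with DEX.

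Medians of the other lists, given for C-DEX vs C, FKD-DEX vs FKD, FKD-DEX vs C-DEX and FKD vs C, were 0.33, −0.09, −0.33 and 0.18 for 7 glucocorticoid metabolism genes, and −0.14, −0.28, −0.27 and −0.49 for 4 sex steroid receptor genes. Cholesterol synthesis genes had −0.26, −0.06, 0.16 and 0.01, adipocyte genes 0.48, 0.41, −0.24 and 0.19, and circadian clock genes −0.09, −0.31, −0.20 and −0.17. IGF system genes had 0.10, −0.03, −0.12 and 0.10, BMP pathway genes −0.12, −0.03, −0.11 and −0.06, and hypoxia and glycolysis genes −0.19, 0.21, 0.01 and −0.08. Housekeeping genes had 0.01, 0.02, −0.0025 and −0.04.

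Immune and endothelial markers were low in all libraries. The summed level of 15 immune cell markers was 12.7 CPM in C, 4.55 in C-DEX, 12.9 in FKD and 12.2 in FKD-DEX, of which *KIT* made up most in FKD and FKD-DEX. That of 10 endothelial markers, 3 of them measured, was 11.8, 16.7, 11.0 and 11.6 CPM, with *KDR* higher with DEX. Epithelial markers summed to 242, 121, 236 and 135 CPM, mostly *KRT18* and *KRT19*, and *KRT18* was −1.41 in C-DEX vs C and −1.24 in FKD-DEX vs FKD. Fibroblast and stromal markers summed to 87494, 71679, 71975 and 69763 CPM, led by collagen genes.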
